A study of Mus musculus with 8 samples. Its data were reported in "A Ctnnb1 enhancer transcriptionally regulates Wnt signaling dosage to balance homeostasis and tumorigenesis of intestinal epithelia" (2024).

How the data were processed

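Single-cell RNA sequencing had been run on cells carrying EpCAM, an epithelial surface protein, sorted from small intestinal crypts of control mice (labelled WT) and of mice lacking ieCtnnb1, an enhancer upstream of Ctnnb1 (KO). Per the paper the controls carried a reporter of the enhancer at the H11 locus, so they were not plain wild-type mice. The labels list 4 samples in each group, whereas the deposited values came as 1 matrix per group, and every cell barcode carried the same suffix, so that no cell could be assigned to one of the labelled samples. A figure legend of the study states that cells of the animals of a genotype were pooled, and its legends differ in the number of animals, one giving as many for the controls as the labels list and one giving fewer, which could not be resolved here. Each group was therefore treated as 1 sample. No test between groups was possible, no value was set against a spread between replicates, and every interval given covers counting error only.

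The deposited matrices held raw counts of unique molecular identifiers (UMIs, each standing for 1 captured transcript) per gene and cell barcode. Per the file headers the authors had made them with Cell Ranger 4.0.0, and their methods state default parameters, droplet capture on a 10x Genomics Chromium instrument with a 3-prime v2 library kit, and barcodes filtered by the same program. The methods give the chemistry of the chips as v2 or v3, and which of them each library had is not given. The genome build and the gene annotation are not given in the sources used here. Of the 27998 gene identifiers in the matrices, 27645 (98.7%) were found in GENCODE M21, the annotation of mouse build GRCm38, which was used for gene positions and for transcript length (the summed length of all exons of a gene).

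Cells were filtered with limits the study gives: at least 200 genes with a UMI, from its methods, and at most 30% of UMIs from mitochondrial genes, from a figure legend. Scrublet in scanpy 1.11.5 was then run on each matrix. It called 1 of 13095 WT barcodes and 0 of 8658 KO barcodes, which means that it did not work on these data. Doublets therefore stayed in all main values, and as an alternative the 1427 WT and 606 KO barcodes with the highest scores were removed. These numbers are close to the share of doublets the study gives for each library. There remained 13094 WT and 8658 KO cells. The WT matrix held 134876816 UMIs over 15987 barcodes and the KO matrix 123794575 UMIs over 12763 barcodes.

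The matrices were integrated in Seurat 5.3.0 (R 4.3.3) by canonical correlation, with 2000 variable genes and 30 dimensions. Mitochondrial genes, Ctnnb1, its neighbours, Mki67, the Wnt targets and the secretory and absorptive genes to be read out were kept out of the variable genes. Genes of the ribosomal protein, respiratory chain and G2/M lists given below were not kept out. A graph of the 15 nearest neighbours was weighted by shared neighbours and clustered with leidenalg 0.10.2 at resolution 1. Genes were ranked within a matrix by their fold against all other cells of that matrix, after adding 10 to the CPM (the share of a gene in all UMIs, in parts per 1000 times 1000), among genes found in at least 10% of the cells of a cluster. The ranking was averaged over the matrices that had at least 20 of the cells. A cluster took the name of the class with most fixed markers among its first 50 genes. It stayed unnamed with fewer than 3 markers, with as many or more markers of another class among its first 10 genes, or with shallow cells and no marker among those 10. Classes are called CBC-like (crypt base columnar), TAC-like (transit-amplifying), PC-like (Paneth), GC-like (goblet), EEC-like (enteroendocrine), TC-like (tuft), imEC-like and mEC-like (immature and mature enterocytes). These names were rebuilt from markers, so a difference from the study may come from the names alone.

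Gene levels are CPM of the UMIs summed over the cells of a class, with exact Poisson intervals at 95%. The log2 ratio of KO to WT has an exact conditional binomial interval, and shares of cells have exact Clopper-Pearson intervals. For a gene list, the median log2 ratio was taken over genes with at least 50 UMIs in the class, with an interval from 2000 Poisson redraws of the counts. Its percentile was read among 10000 random lists of the same size, matched in 20 bins of mean expression and drawn from genes outside the list. The same was done with 10 bins of expression crossed with 4 bins of length. A single gene was set against all genes within 1 log2 unit of its expression and 0.5 log2 units of its length. The lists were 17 Wnt targets, 76 cytosolic ribosomal protein genes, 80 nuclear genes of the respiratory chain and 53 G2/M genes. Lists of 10 distal and 18 proximal enterocyte genes were added after the data had been examined; 2 and 1 of their genes are also markers of a class. For the G2/M share, cells were thinned to 1000 UMIs and scored on published S and G2/M lists without Mki67. Background from free RNA was read in TC-like cells, since no lymphocyte-like cluster was found. In a simulation of the CBC-like comparison over 8377 genes with 200 changed genes, 95.8% of the intervals held the true ratio, and 85.5% of the changed genes had an interval on the right side of 0. There, a list of 85 raised genes lay at percentile 100 and one of 76 unchanged genes at percentile 59.6. The simulated counts were drawn from Poisson distributions, which the intervals also assume. They held no spread between cells or animals, no free RNA and no length trend, so the simulation does not bear on these.

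Named genes were those of the comparisons and, in CBC-like, PC-like and mEC-like cells, the 3 with the largest rise and the 3 with the largest fall. These were ranked by the log2 ratio of CPM + 5 among genes with at least 100 UMIs and a CPM of at least 50 in 1 group. Markers, genes already named, mitochondrial genes, and genes whose CPM in TC-like cells was over 0.5 of that in the class were left out of the ranking.

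The filters, the markers, the lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives changed the mitochondrial limit (15%), the minimum of genes (500), the treatment of doublets, the Leiden resolution (0.5 and 2), the number of variable genes (4000), the denominators, the thinning, the minimum of UMIs for lists (10 and 200) and the background. Other choices followed a first look at the data. Integration was adopted after a joint clustering without it had separated the cells by matrix, and clustering without it was kept as an alternative. The details of the naming rule were settled with the clusters in view. Random lists had first been drawn from all genes, and leaving out the list's own genes moved the respiratory chain median of mEC-like cells from below to above percentile 95. The matching windows, the rule that sets apart clusters with over 90% of their cells from 1 matrix, the background taken from the summed profile of all barcodes, the means of UMIs per cell, and all tests on length were also added after the data had been examined.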

Results

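The transcriptomes of EpCAM-positive cells from small intestinal crypts were compared between WT and KO mice, the latter lacking the enhancer ieCtnnb1. Each group was 1 pooled matrix with no replicates. The WT matrix held 15987 barcodes with a median of 5093 UMIs, and the KO matrix held 12763 barcodes with a median of 1975 UMIs. At least 200 genes were found in 14993 WT and 12742 KO barcodes. The limit of 30% mitochondrial UMIs removed 1898 WT barcodes (11.9% of all, 95% interval 11.4% to 12.4%) and 4084 KO barcodes (32.0%, 31.2% to 32.8%). The 13094 kept WT cells had a median of 6673 UMIs and 1723 genes, and the 8658 kept KO cells had a median of 8691.5 UMIs and 2096.5 genes. Within each named class KO cells were the deeper ones. The median was 9899 UMIs in KO against 6789 in WT for CBC-like cells, and 45286 against 23017 for PC-like cells. UMIs of Xist were found in both matrices (59584 in WT and 39640 in KO), while Ddx3y, Eif2s3y and Uty had 0 UMIs in each and Kdm5d had 1 in WT.

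The first comparison asked whether Ctnnb1 (ENSMUSG00000006932) was lower without its enhancer. In build GRCm38 the gene lies on the plus strand of chromosome 9 from 120929216 to 120960507. Ulk4, on the minus strand, starts at 120955351 and so overlaps the end of Ctnnb1 in antisense, and whether the counting used strand is not stated in the sources used here. The deletion leaves Ctnnb1 itself intact, so its level checks the labels only in part. Over all kept cells Ctnnb1 was at 119 CPM in WT and at 91.8 CPM in KO, a log2 ratio of −0.37 (−0.41 to −0.34). In CBC-like cells it was at 242 CPM in WT (225 to 261) and 152 in KO (141 to 163), a log2 ratio of −0.68 (−0.82 to −0.53). Ratios in the other classes were −0.69 in TAC-like, −0.51 in PC-like, −0.71 in GC-like, −0.85 in imEC-like, −0.85 in mEC-like and −0.45 in TC-like cells, and each of these counting intervals lay below 0. In EEC-like cells the ratio was 0.01 (−0.25 to 0.27), so no fall was seen there, and whether this class differs from the others was not tested. EEC-like cells were drawn mostly from different clusters in WT (cluster 26, led by Chgb, Chga and Tac1) and in KO (cluster 25, led by Gip, Cck and Gcg). The median log2 ratio over all tested genes was −0.05 in all kept cells and −0.45 once genes above 1% of the UMIs of a class were taken out of the denominator, and the latter moved Ctnnb1 in all kept cells to −0.78 and in EEC-like cells to −0.42. Relative to the median of all genes, which takes out the choice of denominator, Ctnnb1 stood at −0.33 in all kept cells, −0.38 in CBC-like, −0.46 in mEC-like and −0.09 in EEC-like cells.

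The ratios also followed transcript length. In CBC-like cells the median log2 ratio was 0.22 for the shortest quartile of genes and −0.79 for the longest, and in mEC-like cells it was 0.11 and −0.91. Beside genes of similar length and expression, Ctnnb1 was lower than the median by 0.56 log2 units in CBC-like cells (273 genes) and by 0.61 in mEC-like cells (286 genes). Its percentile among such genes was 13.6 in CBC-like and 15.7 in mEC-like cells, so that it was not among the lowest 5% in either. Of the genes near Ctnnb1, Ulk4 had only 55 UMIs in WT and 16 in KO over all kept cells, and Entpd3 had 38 and 14. Rpl14 rose from 891 to 1665 CPM, a log2 ratio of 0.90, which lay beside a median of 0.68 for all ribosomal protein genes.

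**Figure D1:**
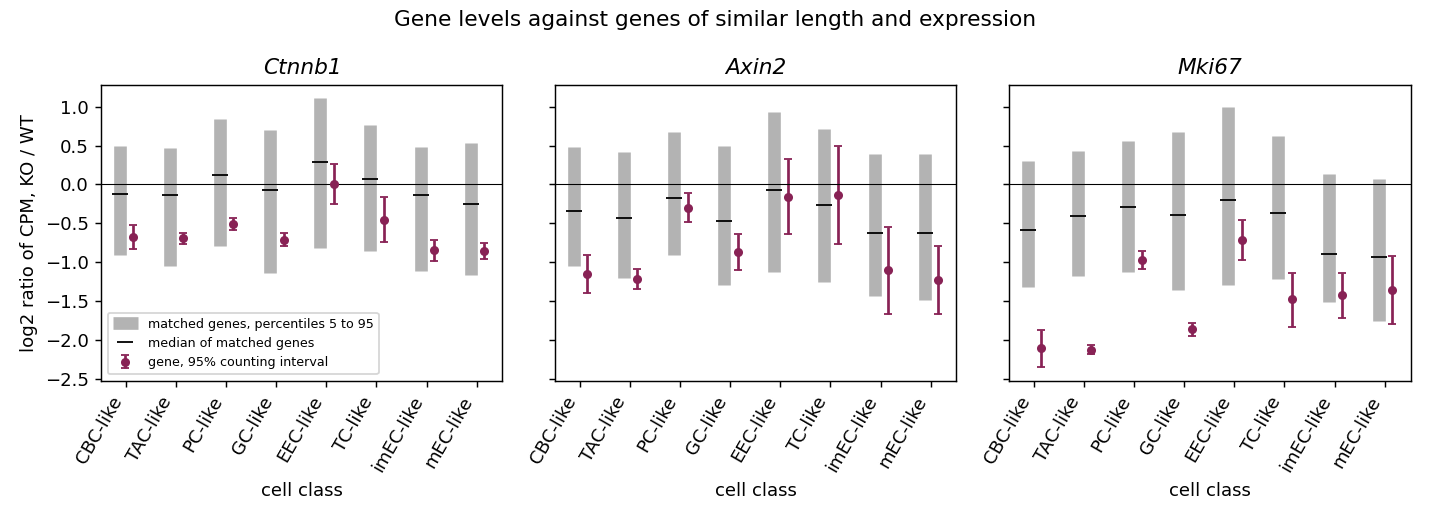
Log2 ratio of CPM, KO over WT (y axis), of Ctnnb1, Axin2 and Mki67 in each cell class (x axis). Points are the ratios with 95% counting intervals, grey bars span percentiles 5 to 95 of genes of similar length and expression, black lines are their medians, and Ctnnb1 lies inside the grey bar in every class, and Mki67 lies below it in CBC-like, TAC-like, GC-like and TC-like cells.

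The next comparison asked whether the cellular composition of the crypts differed. PC-like cells made up 25.1% of kept cells in WT (3291 cells, 95% interval 24.4% to 25.9%) and 12.8% in KO (1109 cells, 12.1% to 13.5%), a change of −49.0%. On the log2 scale this ratio was −0.97 (−1.06 to −0.88), and it moved most, to −0.46, with each matrix clustered by itself. GC-like cells were at 15.4% and 10.9%, a log2 ratio of −0.49 (−0.59 to −0.38), EEC-like cells at 2.35% and 1.43% (−0.72), and TC-like cells at 1.40% and 1.07% (−0.38). With at least 500 genes per cell these ratios were only −0.17, −0.22 and −0.05. The share of TAC-like cells was 12.9% in WT and 12.8% in KO, a log2 ratio of −0.01 (−0.11 to 0.09), but across the alternatives this ratio ranged from −0.27 to 0.20, so no direction can be given for it. The split between TAC-like and CBC-like cells rests partly on cluster 5 (687 WT and 419 KO cells), which was named TAC-like. Its leading genes Sox4, Olfm4, Clca3b, Amica1 and Ifitm3 also led the CBC-like cluster. At resolution 2 a cluster led by the same genes (382 WT and 258 KO cells) stayed unnamed, with CBC-like as its closest class. Cluster 5 held 687 of 13094 WT and 419 of 8658 KO cells, a smaller share in KO, beside 409 and 431 CBC-like cells. Counted as CBC-like, it would therefore make the rise of that class, given next, smaller. The size of this change was not computed. CBC-like cells rose from 3.12% to 4.98%, a log2 ratio of 0.67 (0.48 to 0.87), and rose under 8 of 9 alternatives. The exception was the clustering without integration (−0.0032), in which no TAC-like cluster was named and the CBC-like class was another one, made of a cluster of 1857 WT and 61 KO cells and one of 74 WT and 1213 KO cells. The imEC-like share was 3.36% in WT and 5.06% in KO, a log2 ratio of 0.59 that ranged from 0.21 to 4.61 across the alternatives, and the mEC-like share was 11.2% and 17.6%, a log2 ratio of 0.64 (0.55 to 0.74). A single cluster of shallow mEC-like cells held 33 WT and 451 KO cells, and the mEC-like ratio was 0.17 with that cluster left out. Unnamed clusters held 25.1% of WT and 33.3% of KO cells. The 3 largest of these held 34 WT and 1550 KO cells, 1037 WT and 273 KO cells, and 1046 WT and 52 KO cells, so that the first and the last were each nearly from 1 matrix.

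**Figure D2:**
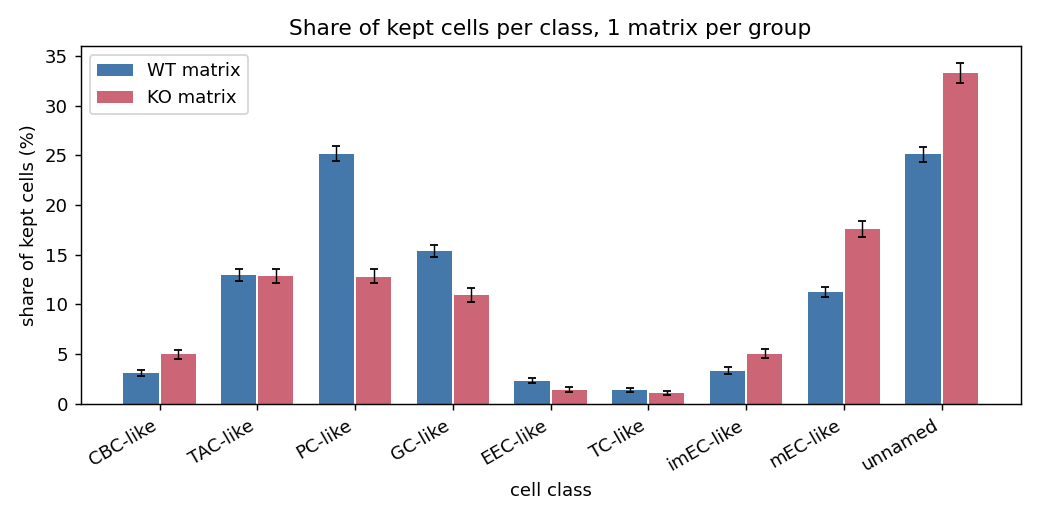
Share of kept cells in percent (y axis) for each cell class (x axis) in the WT matrix (blue) and the KO matrix (red), with exact 95% binomial intervals that cover counting error only. PC-like cells fell from 25.1% to 12.8%, and TAC-like cells were at 12.9% and 12.8%, a ratio whose direction changed with the processing.

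Whether Wnt target genes were lower in the stem and progenitor classes was asked next. Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) was at 112 CPM in WT CBC-like cells (100.4 to 125) and at 50.4 in KO (44.3 to 57.2), a log2 ratio of −1.15 (−1.39 to −0.91). In TAC-like cells it was at 82.9 and 35.8 CPM, a log2 ratio of −1.21 (−1.34 to −1.08), and the latter level was close to the 34.6 CPM of KO TC-like cells. Among genes of similar length and expression Axin2 lay at percentile 2.89 in CBC-like and 4.80 in TAC-like cells. Matched on expression alone, it lay at 4.59 and 6.65. The means of log-normalised values moved Axin2 in CBC-like cells most, to −0.36. Relative to the median of all genes it stood at −0.85 in CBC-like and −0.82 in TAC-like cells. In CBC-like and TAC-like cells pooled its percentile was 5.24. Of the 17 Wnt targets, 12 passed the minimum of UMIs in CBC-like cells and 11 of these were lower in KO. Their median log2 ratio was −0.45 (−0.65 to −0.32), or −0.15 relative to the median of all genes, and it lay at percentile 11.6 of random lists matched on expression, and at 15.4 when matched on length too. In TAC-like cells the median was −0.57 at percentile 16.9. Over all kept cells, where the composition also enters, it was −0.57 at percentile 0.07. The list as a whole therefore did not stand apart from other genes within either class.

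Proliferation was compared in the same classes. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was at 603 CPM in WT CBC-like and TAC-like cells together (592 to 614) and at 135 in KO (130.3 to 139). The log2 ratio was −2.16 (−2.22 to −2.11), and the alternative that moved it most gave −1.47, from means of log-normalised values. None of the 41 genes of similar length and expression had a lower ratio. Mki67 was lower in KO in every other class as well, from −0.71 in EEC-like to −1.86 in GC-like cells. In TC-like cells, read as background, it was at 210.4 and 75.6 CPM (−1.48). In CBC-like cells alone it was at 178 and 41.4 CPM, below that background, so the pooled value rests on TAC-like cells, at 680.3 and 156 CPM. After thinning to 1000 UMIs, which left out 0 cells in either group, 63.4% of WT (61.3% to 65.4%) and 42.5% of KO (40.1% to 45.1%) CBC-like and TAC-like cells were called G2/M, a log2 ratio of −0.58 (−0.67 to −0.48). Without thinning the shares were 70.9% and 52.2%. With at least 2 of 5 mitotic genes as the criterion they were 36.0% and 17.0%, the largest move of the ratio (−1.08). TAC-like cells had been named by genes of the cell cycle, so this share depends partly on how the class was drawn. In CBC-like cells alone the shares were 11.5% and 7.89%, and the interval of the log2 ratio (−1.18 to 0.08) included 0; with cells thinned to 2000 UMIs, which left out 2 KO cells, it did not (−1.58 to −0.27). Phase calls can also take up free RNA, which differed between the matrices. The median of the 53 G2/M genes in TAC-like cells was −0.92 (−0.96 to −0.82) at percentile 0 of the random lists, with 47 genes lower in KO. Some of these genes, such as Top2a and Ube2c, are also TAC-like markers. This median too therefore depends partly on how the class was drawn. Relative to the median of all genes, Mki67 stood at −1.73 in TAC-like cells.

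Genes of secretory and absorptive products were then read in every class beside the TC-like cells, which should lack them. In imEC-like and mEC-like cells together the median log2 ratio of Lyz1, Ang4, Muc2 and Mmp7 was −0.87 (−0.91 to −0.84), and it moved most, to −0.36, with each matrix clustered by itself. In TC-like cells the same median was −1.06. Lyz1 was at 4772 CPM in WT and 2988 in KO mEC-like cells, and at 13006 and 6405 CPM in TC-like cells, whose median depths were 4462 and 12147 UMIs against 5245 and 6857 in mEC-like cells. The 4 genes were thus no higher in absorptive cells than in the background cells. As a mean per cell, Lyz1 was at 86.2 UMIs in WT and 87.5 in KO TC-like cells, and at 23.8 and 20.1 in mEC-like cells. Muc2 in GC-like cells was well above that background, at 8723 CPM in WT and 3227 in KO against 953 and 255 in TC-like cells, with a log2 ratio of −1.43 (−1.45 to −1.42). Clusters 10 and 14, with Muc2 among their leading genes, held 577 and 620 of the WT and 266 and 116 of the KO GC-like cells, while cluster 2, without it, held 815 and 566. The mean per GC-like cell was 56.0 UMIs of Muc2 in WT and 56.4 in KO, while the median depth was 5790.5 and 17767 UMIs. Its lower CPM thus came with the greater depth of the KO cells. Whether that depth is technical was not tested, so equal means per cell cannot decide whether Muc2 fell. In PC-like cells Lyz1 was at 43559 and 40628 CPM (−0.10), Ang4 at 11638 and 9750 (−0.26) and Mmp7 at 2550 and 2182 (−0.22). Muc2 fell more, from 917 to 461 CPM (−0.99). The means per PC-like cell rose for Lyz1 (995 to 1771 UMIs), Ang4 (266 to 425) and Mmp7 (58.2 to 95.1). For Muc2 they were 20.9 and 20.1. These means too go with the greater depth of the KO cells.

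Fabp6, Apoa1, Fabp2 and Reg3b had a median log2 ratio of 1.77 (1.74 to 1.79) in PC-like cells, and most in the alternative with each matrix clustered by itself (2.73). The most numerous PC-like cells were of cluster 0 in WT (1370 cells) and of cluster 3 in KO (472 cells), both led by defensins or other Paneth products. In TC-like cells the median was 2.29 (2.19 to 2.36). CPM in PC-like cells were at or below those in TC-like cells, although PC-like cells were deeper (median 23017 and 45286 UMIs) and held more UMIs per cell of some of the genes, such as Fabp6 in KO (23.4 against 10.4 in TC-like cells). Apoa1, for example, was at 130.2 and 438 CPM in PC-like cells and at 174 and 960 CPM in TC-like cells. In mEC-like cells, which express these genes, Fabp6 went from 4511 to 18604 CPM, a log2 ratio of 2.04, Apoa1 from 7292 to 20545 (1.49), Fabp2 from 7926 to 23454 (1.57) and Reg3b from 9931 to 37812 (1.93). The most numerous mEC-like cells were of cluster 17 in WT (442 cells), led by Reg1 and Gsta1, and of cluster 19 in KO (451 cells), led by 2010109I03Rik and Clca4a. Fabp6 itself leads cluster 22, also mEC-like, which held 72 WT and 209 KO cells. Fabp6 in EEC-like cells went the other way in CPM, with a log2 ratio of −0.82, and changed its direction to 0.14 with a mitochondrial limit of 15%. Its mean per EEC-like cell rose, from 2.72 to 4.22 UMIs.

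**Figure D3:**
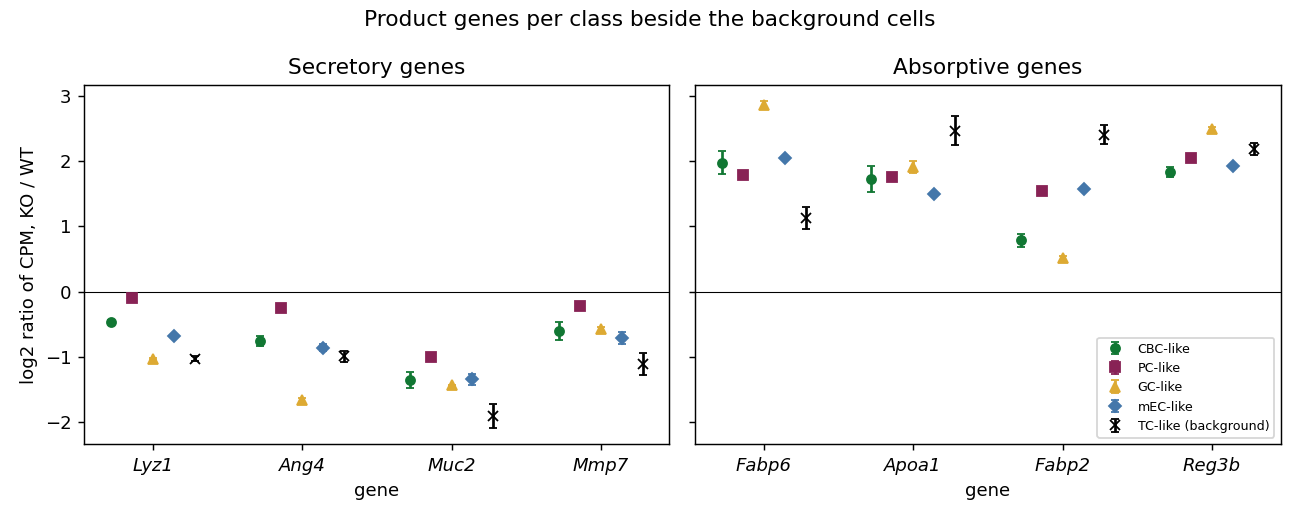
Log2 ratio of CPM, KO over WT (y axis), for 4 secretory and 4 absorptive genes (x axis) in CBC-like, PC-like, GC-like, mEC-like and TC-like cells, with 95% counting intervals that are mostly smaller than the symbols. The crosses are TC-like cells, read as background, whose medians over the 4 genes were −1.06 (secretory) and 2.29 (absorptive).

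Lists for ribosomal proteins and the respiratory chain were compared because the study names these functions in its stem and secretory classes. The ribosomal protein median was 0.26 in CBC-like, 0.26 in TAC-like, 0.64 in PC-like and 0.48 in GC-like cells, and −0.20 (−0.21 to −0.18) in mEC-like cells. In CBC-like cells it lay at percentile 47.5 of lists matched on expression, in PC-like cells at 99.85, in GC-like cells at 93.1, in EEC-like cells at 100 and in mEC-like cells at 0. Relative to the median of all genes of the class, the values were 0.55 in CBC-like and 0.19 in mEC-like cells, so that the sign in mEC-like cells depends on what the list is set against. The respiratory chain median was 0.38 (0.34 to 0.40) in CBC-like cells at percentile 100, and 0.16 (0.15 to 0.19) in mEC-like cells at percentile 96.7, which became 79.0 when length was matched too. It was above 0 in all 8 classes. In CBC-like cells the ribosomal median moved most with each matrix clustered by itself (0.32), and the respiratory one with genes above 1% of the UMIs taken out of the denominator (0.32), which gave 0.20 for the ribosomal one.

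**Figure D4:**
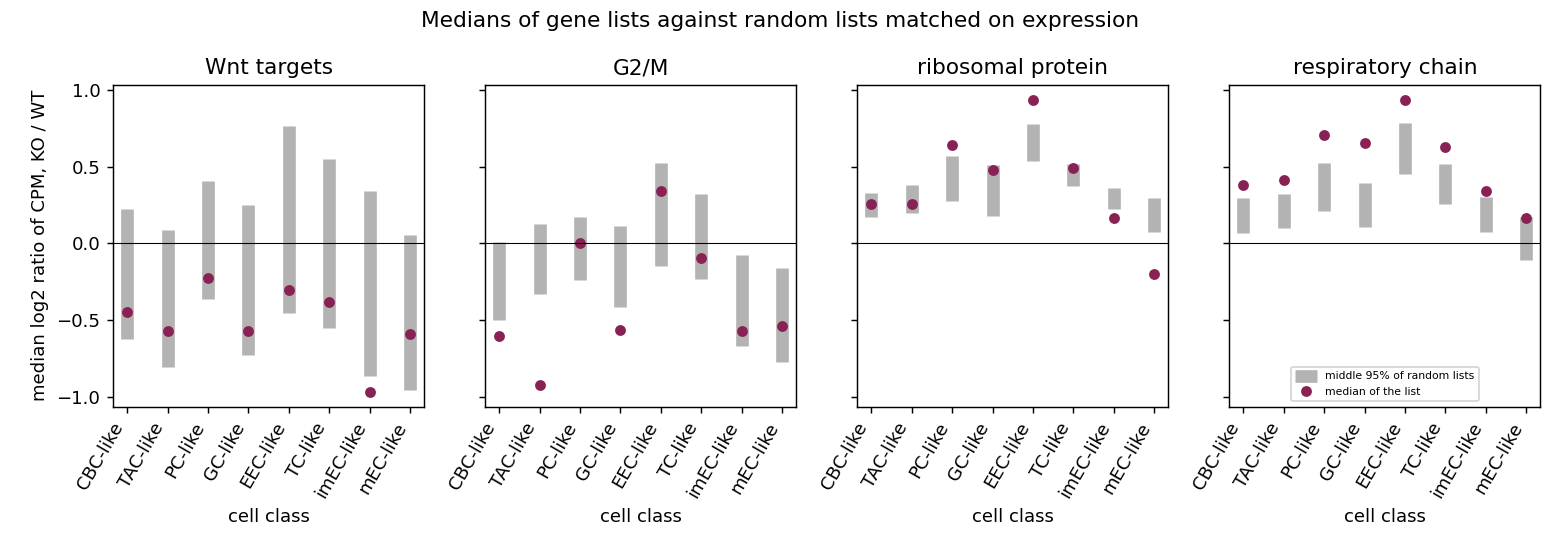
Median log2 ratio of CPM, KO over WT (y axis), of 4 gene lists in each cell class (x axis). Points are the medians and grey bars hold the middle 95% of 10000 random lists matched on expression; G2/M genes in TAC-like cells (−0.92) and ribosomal protein genes in mEC-like cells (−0.20) are among those below the bars, and respiratory chain genes lie above them in every class except mEC-like cells.

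By the rule for named genes, only 64 genes in CBC-like, 22 in PC-like and 681 in mEC-like cells could be ranked. The limit on CPM in TC-like cells left out 2675, 696 and 1913 genes in these classes. Some of these may be genes that TC-like cells express themselves, so their level there is not shown to be background. In CBC-like cells Kcne3 rose from 156 to 305 CPM (log2 ratio 0.97), followed by Ifitm3 (0.61) and 2210407C18Rik (0.52). Kcnq1ot1, whose gene lies antisense within Kcnq1 and whose value is therefore uncertain, fell from 78.8 to 12.1 CPM (−2.70), followed by Slfn9 (−1.53) and Hk2 (−1.48). These changes were not particular to CBC-like cells, since in TC-like cells, for example, Kcne3 went from 61.0 to 142 CPM, Ifitm3 from 289.5 to 583, Kcnq1ot1 from 34.6 to 5.51 and Slfn9 from 23.9 to 7.09. In PC-like cells 2 of the 3 genes with the largest rise are given here. Gm7861 (0.20) is of a family of near-identical genes whose reads can be divided among copies, so its value is uncertain, and Gadd45g (0.12) came after it. Nucb2 fell from 87.9 to 42.6 CPM (−1.04), with Lbh (−0.85) and Reg4 (−0.66) after it, and in TC-like cells these 3 fell as well. In mEC-like cells 2010109I03Rik (5.11), Pmp22 (4.22) and Clca4a (3.76) rose, and Papss2 (−2.28), Nme7 (−2.42) and S100g (−2.02) fell. The 3 that rose are among the leading genes of cluster 19, and Papss2 and S100g are among those of cluster 17. Both clusters were filled unequally by the matrices, and whether these genes also changed within clusters was not tested.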

Values the study reported

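The study reported 11,824 cells from control mice and 8,094 cells from mice without the enhancer, of which DoubletFinder marked 1,294 and 567 as doublets. The proportion of Paneth cells was stated to be lower by 49.2% in the mice without the enhancer. In bulk crypts of the small intestine, the level of Ctnnb1 was stated to be lower by 26.5%. For these cells, 2 female mice of each genotype, 10 weeks old, were stated to have been pooled. Another legend gave 4 mice for cells of the control crypts.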

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

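The tests in this part, on depth per barcode and on whether lists moved alike in all classes, were chosen or reworded only after the results had been seen. The first result stood out because it lies in barcodes that none of the comparisons used. In the KO matrix 32.0% of all barcodes (4084) failed the mitochondrial limit, above the 11.9% (1898) of the WT matrix. Depth per barcode differed as well, since the median over all barcodes was 1975 UMIs in KO and 5093 in WT. With the WT barcodes weighted to the depths of the KO barcodes, 14.7% of them failed the limit. The KO share was the higher one in 14 of 20 bins of depth. Barcodes with fewer than 200 genes, nearly all in WT, count as not failing in these shares. Among barcodes with at least 200 genes, 12.7% failed in WT, or 16.3% at the depths of KO, against 32.1% in KO. With all barcodes over the limit counted whatever their genes, 17.2% of WT barcodes, or 21.8% at the depths of KO, were over it, against 32.2% in KO, which was the higher one in 11 of 20 bins. This argues against a difference in depth as the whole cause, though part of the difference goes with depth and with the minimum of genes. Damage to the cells during preparation and a difference between the genotypes may each have raised the share, and with 1 matrix per group neither was tested.

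The second result stood out because one class went against the others in its sign. The median of the ribosomal protein genes was −0.20 in mEC-like cells (56 of 76 genes lower in KO) and above 0 in the other 7 named classes, from 0.17 in imEC-like to 0.93 in EEC-like cells. The difference between classes was not tested, since there are no replicates. A difference between the libraries that moved these genes alike in all cells is argued against as the whole cause, since the list lay at percentile 0 of random lists in mEC-like cells and at 100 in EEC-like cells. By this measure imEC-like cells, at percentile 0.22, went with mEC-like cells and not with the others. The sign itself rests on the scaling to all UMIs, because relative to the median of all genes the values were above 0 in all 8 classes, from 0.19 in mEC-like to 0.84 in EEC-like cells. Across the alternatives the mEC-like median ranged from −0.31 to −0.01. Leaving the secretory product genes out of the clustering gave −0.03, and 4000 variable genes gave −0.01. The clusters that fill the mEC-like class differed between the matrices, with cluster 19 holding 33 WT and 451 KO cells. Without that cluster the median was −0.19. Which cells entered the class, the scaling and a difference between the genotypes may therefore all contribute, and they were not separated here.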

How the results depend on the processing

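Of the alternatives in this part, clustering without integration, leaving clusters of 1 matrix unnamed and subtracting the summed profile of all barcodes were chosen only after the data had been seen, as was the rule that a change of direction is counted only where the counting interval of the value in the report excludes 0. Over all results and alternatives there were 1435 values, of which 723 stayed inside that counting interval, 694 moved out of it in the same direction or around a value near 0, and 18 changed direction. Counting intervals are narrow here, so leaving one is common. Causes were not tested unless given.

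Ctnnb1 stayed lower in KO under all 7 alternatives for all kept cells, all 12 for CBC-like and all 15 for mEC-like cells. Axin2 in CBC-like cells (12), Mki67 (14) and the G2/M share (13) in CBC-like and TAC-like cells, the share of PC-like cells (11), the Wnt target median in CBC-like cells (12) and the secretory median in absorptive cells (14) also stayed lower under each. The absorptive median in PC-like cells (13), the share of mEC-like cells (12), the ribosomal protein median in CBC-like cells (12) and the respiratory chain median in CBC-like (12) and mEC-like (15) cells stayed higher under each. The share of CBC-like cells stayed higher under 8 of 9, and the share of TAC-like cells, near 0 in the report, ranged from −0.27 to 0.20. The number of kept cells ranged from 10811 to 13095 in WT and from 6080 to 8658 in KO.

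Without integration no TAC-like cluster was named, so the CBC-like class there was another one. The log2 ratios were −0.0032 for the share of CBC-like, −0.86 for that of PC-like and 1.14 for that of mEC-like cells, −0.73 for Ctnnb1 in mEC-like cells, −1.09 for the secretory median in absorptive cells, 1.72 for the absorptive median in PC-like cells, 0.29 for the ribosomal protein median in CBC-like cells and 0.12 for the respiratory chain median in mEC-like cells. Fabp6 (−0.33) and Apoa1 (−0.069) in imEC-like cells changed direction. With each matrix clustered by itself, values were −0.46 for the share of PC-like and 1.65 for that of mEC-like cells, −0.89 for Axin2 in CBC-like cells, −2.22 for Mki67 in CBC-like and TAC-like cells, −0.36 for the secretory and 2.73 for the absorptive median, 0.32 for the ribosomal protein and 0.33 for the respiratory chain median in CBC-like cells, and 0.069 for the latter in mEC-like cells. Lyz1 in mEC-like cells (0.10) and the Wnt target median in PC-like cells (0.11) changed direction.

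A mitochondrial limit of 15% gave −0.87 for the share of PC-like cells, −2.25 for Mki67, −0.94 for the secretory median, −0.27 for the Wnt targets in CBC-like cells, 0.15 for the respiratory chain in mEC-like cells and −0.76 for the G2/M share, and Fabp6 in EEC-like cells changed direction (0.14). At least 500 genes per cell gave −0.74 for the share of PC-like cells, −0.95 for the secretory median, −0.67 for the Wnt targets and 0.20 for the respiratory chain in mEC-like cells. Removing the highest doublet scores gave 0.51 for the share of mEC-like cells, −2.28 for Mki67 and 1.68 for the absorptive median. Keeping the 1 barcode that Scrublet had called gave −0.29 for the Wnt targets in CBC-like cells, so a move of this size came with a change of 1 cell in the clustering.

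Leiden resolution 0.5 gave 0.38 for the share of mEC-like cells and −0.98 for the secretory median. Resolution 2 gave −2.26 for Mki67, −0.97 for the secretory median, and 0.33 in CBC-like and 0.19 in mEC-like cells for the respiratory chain. With 4000 variable genes the values were 1.57 for the share of mEC-like cells, −0.68 for Ctnnb1 in mEC-like cells, −2.27 for Mki67, −0.83 for the secretory and 1.90 for the absorptive median, and 0.23 for the respiratory chain in mEC-like cells, and the G2/M median in mEC-like cells changed direction (0.010). Leaving the secretory product genes out of the clustering gave −2.24 for Mki67, −0.50 for the secretory and 1.58 for the absorptive median, 0.28 for the ribosomal proteins in CBC-like cells and −0.44 for the G2/M share. With clusters of 1 matrix unnamed, values were 0.17 for the share of mEC-like cells, −1.07 for the secretory median and 0.21 for the respiratory chain in mEC-like cells, by the removal of cluster 19. With named epithelial cells as the denominator, the shares gave −0.81 for PC-like and 0.81 for mEC-like cells, since unnamed cells were more frequent in KO.

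Leaving genes above 1% of the UMIs out of the CPM gave −0.78 for Ctnnb1 in all kept cells, 1.51 for the absorptive median, 0.20 for the ribosomal proteins in CBC-like cells, and 0.32 in CBC-like and 0.22 in mEC-like cells for the respiratory chain. For Ctnnb1 in all kept cells the shift of the median of all genes, from −0.05 to −0.45, shows the cause. Without mitochondrial genes in the CPM the respiratory chain median in mEC-like cells was 0.13. Means of log-normalised values gave −0.25 for Ctnnb1 in all kept cells, −0.40 in CBC-like and −0.46 in mEC-like cells, −0.36 for Axin2 in CBC-like cells, −1.47 for Mki67, −0.40 for the secretory and 1.25 for the absorptive median. Fabp6 in EEC-like cells changed direction (0.49). These means are on another scale than ratios of CPM, so smaller values follow in part from their construction.

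With the TC-like background subtracted, 8 values changed direction: Lyz1 (0.17) and Reg3b (−0.37) in CBC-like cells, Muc2 (0.040), Apoa1 (−0.26) and Fabp2 (−0.075) in TAC-like cells, Apoa1 (−0.44) and Fabp2 (−0.27) in GC-like cells and Fabp2 (−0.095) in imEC-like cells. Fabp2 in CBC-like cells (−0.35) changed direction with the summed profile of all barcodes subtracted. List genes with at least 200 UMIs gave 0.038 for the Wnt targets in mEC-like cells, a change of direction. The G2/M share was −0.44 without thinning and −1.08 with 2 of 5 mitotic genes as the criterion.

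No paired analysis was possible because each group is 1 pooled matrix in which no cell carries its sample, although the labels of both groups use the same replicate numbers. Leaving out each sample and comparing single samples could not be run for the same reason. No CBC-like cluster was found at resolution 0.5 or with 4000 variable genes, so results in that class have no value there, and those given for CBC-like and TAC-like cells rest on TAC-like cells alone. Without integration they rest on the CBC-like class alone. The TC-like background could not be subtracted for Ctnnb1, which TC-like cells express, nor for PC-like and all kept cells. Depth limits the low genes most, since Ulk4 had 55 and 16 and Entpd3 had 38 and 14 UMIs over all kept cells, too few for a ratio in single classes.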

Other observations

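Of the tests in this part, the one on free RNA from secretory cells was set before its result was seen; those on transcript length, on the lists over all classes, on the filters, on the stretch of intestine and on free RNA from absorptive cells, in its division into PC-like and GC-like cells, were chosen or reworded only afterwards. Lyz1, Ang4, Muc2 and Mmp7 were lower in KO absorptive cells, with a median log2 ratio of −0.87. In TC-like cells, which should lack these genes, the median was −1.06, at levels above those in mEC-like cells. Free RNA from lysed secretory cells predicts such a fall, but other sources of these UMIs were not excluded. The amount per cell was not generally lower in KO, since TC-like cells held a mean of 86.2 UMIs of Lyz1 in WT and 87.5 in KO, 18.3 and 19.0 of Ang4, and 5.17 and 4.96 of Mmp7, and only Muc2 fell (6.31 and 3.48). The lower CPM of the first 3 in these cells thus came with the greater depth of the KO cells, and the cause of that depth was not tested. Where these UMIs came from was not tested. An equal amount of free RNA per droplet would give similar means in all classes. The WT mean of Lyz1 was 86.2 UMIs in TC-like and 84.6 in EEC-like cells, but 32.9 in GC-like and 32.7 in TAC-like cells. Doublets and mixed cells in the TC-like class, which were not removed, therefore stay open beside free RNA. This comparison per cell was added after the results had been seen. In mEC-like cells the means per cell were lower in KO for all 4 genes, Lyz1 at 23.8 and 20.1, but below those in TC-like cells. Fabp6, Apoa1, Fabp2 and Reg3b were higher in KO PC-like cells, with a median of 1.77, and in TC-like cells the median was 2.29. Free RNA from absorptive cells may have contributed to that rise in PC-like cells. The log2 rise per cell was 2.71 in PC-like and 2.17 in TC-like cells for Fabp6, and 2.68 and 3.51 for Apoa1. However, KO PC-like cells held 23.4 UMIs of Fabp6 and 19.1 of Apoa1 per cell, against 10.4 and 13.1 in KO TC-like cells, while Fabp2 was at 25.9 and 26.2. Whether free RNA accounts for all of it, or doublets and a change within PC-like cells take part, could not be decided. In KO GC-like cells the 4 genes went both ways against KO TC-like cells, with a median log2 ratio of −0.11 between the classes. Fabp6 was higher (0.99), at 1513 against 761 CPM, and Reg3b slightly so (0.21), while Apoa1 (−1.33) and Fabp2 (−0.43) were lower. With the TC-like profile subtracted, Fabp6 (3.84) and Reg3b (2.62) still rose in GC-like cells. Free RNA, doublets with absorptive cells, which were not removed, and a change within GC-like cells therefore all stay open there. A change within the cells cannot be excluded, because the background hides any change smaller than itself. Muc2 in GC-like cells, at 8723 and 3227 CPM, lies far above the background in TC-like cells. The mean per GC-like cell did not fall (56.0 and 56.4 UMIs), but KO cells were deeper, so a relative fall is not excluded by it. The GC-like clusters with Muc2 among their leading genes were also filled unequally by the matrices. With the TC-like profile subtracted, the fall in mEC-like cells did not shrink for all 4 genes. It grew for Lyz1 (−3.88 against −0.68) and Mmp7 (−0.94 against −0.70) and shrank for Muc2 (−0.78 against −1.34). Ang4 had no ratio, since nothing was left in KO. In imEC-like cells the subtracted ratios were −2.78 for Lyz1, −1.99 for Mmp7 and −0.01 for Muc2. These values rest on what little was left, so the subtraction cannot decide for or against free RNA.

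Longer genes had lower ratios than shorter genes in all 8 classes. For Ctnnb1 the highest percentile among genes of similar length and expression, over the classes in which it fell, was 17.4 (GC-like cells). Its ratio was lower than the median of such genes, by 0.56 log2 units in CBC-like cells. It did not reach the lowest 5% in any class. A length trend as the cause of its fall and an effect of the enhancer cannot be told apart here, since the trend does not account for the gap to the median and the gap is not rare among genes. The Wnt targets in CBC-like cells lay at percentile 15.4 (15.35) of lists matched on length and expression, which likewise leaves both possible. Axin2 in CBC-like cells lay at percentile 2.89 of its matched genes and Mki67 in CBC-like and TAC-like cells at percentile 0 of 41 genes, which argues against length as the whole cause for these genes. For Axin2 the evidence is slight, because its percentile was 4.80 in TAC-like cells and 5.24 in both classes together. The G2/M genes in TAC-like cells were at percentile 0, and the respiratory chain genes in CBC-like cells at 99.86 of lists matched on length and expression. Less proliferation in KO is a candidate explanation for the falls of Mki67 and the G2/M genes. The paper also reports fewer Ki67-positive cells by staining of small intestinal epithelia. Mki67 fell in all 8 classes, with each counting interval below 0. The ratio was −0.97 in PC-like, −0.71 in EEC-like, −1.35 in mEC-like and −1.48 in TC-like cells. In TC-like cells its UMIs may come from free RNA, and a difference between the 2 preparations stays open for it. The G2/M list was also lower in CBC-like (−0.60), GC-like (−0.56), imEC-like (−0.57) and mEC-like (−0.54) cells. It did not fall in all classes, with medians of 0.004 in PC-like, −0.09 (−0.19 to 0.24) in TC-like and 0.34 in EEC-like cells. EEC-like cells came mostly from different clusters in WT and KO. For the list as a whole, the classes without a fall go against an equal fall over the whole preparation. This does not hold for Mki67, which fell in every class. GC content was not tested, and whether both libraries had the same chip chemistry is not given.

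The respiratory chain genes were higher in KO in all 8 classes, and the lowest median was 0.16 (mEC-like cells). A difference between the libraries over all cells is consistent with that value. It cannot be separated from a difference between the genotypes in all cells, since each genotype is 1 matrix. The ribosomal protein genes had a lowest median of −0.20, in mEC-like cells. The negative sign rests on the scaling, since relative to the median of all genes they were higher in all 8 classes, from 0.19 to 0.84, and with 4000 variable genes the mEC-like median was −0.01. Their percentile among random lists, which no scaling changes, still differed between classes, so a uniform shift alone is argued against, while which cells entered the class stays open.

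The lower share of PC-like cells in KO was set against the filters used here. Defensin genes (13, summed, since their reads can be divided among near-identical copies) held 25.9% of UMIs over all WT barcodes and 17.1% over all KO barcodes, a log2 ratio of −0.60. Over the kept cells it was −0.58. The mitochondrial limit took away 2.68% of the defensin UMIs in KO and 0.86% in WT, a loss that was larger in KO but small beside that difference. The defensin share was lower in KO over all deposited barcodes, so the limits used here did not make that difference in defensin UMIs. This share weights barcodes by their UMIs, however, and KO barcodes over the limit were shallow, with a median of 1426.5 UMIs. They held 6487246 of the 123794575 KO UMIs, so the test could hardly show a loss of cells. Whether the limits lowered the share of PC-like cells is therefore not decided by it. The filter of barcodes by the authors could not be examined. Loss of Paneth cells before capture, a different stretch of intestine and an effect of the genotype may each explain the lower share. None of these was tested for it here. The paper also reports fewer Paneth cells by staining of intestinal sections, a count that does not pass through capture.

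Fabp6, a gene of the distal small intestine, was higher in KO mEC-like cells (2.04). The median of 10 distal genes in these cells was 1.48, with 10 of 10 higher at percentile 100 of random lists, and that of 18 proximal genes was −0.54, with 14 lower at percentile 0.36. In imEC-like cells the distal median was 0.57, with 5 of 8 genes higher at percentile 99.99, and the proximal one −0.48, which did not stand apart there, at percentile 18.9 of random lists. A more distal stretch of the small intestine in the KO preparation may explain this, and so may a change of regional identity in the KO epithelium. The 2 explanations predict the same values, and no labelled sample gives the stretch taken. A difference of this kind bears on each comparison here, the share of PC-like cells included.

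Scrublet called 1 WT barcode and 0 KO barcodes as doublets. Both numbers are far lower than those quoted from the study above.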
